A study of Mus musculus with 54 samples.

How the data were processed

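The deposited files cover 54 mouse small intestine samples in 16 groups. Single-cell RNA was measured in 2 wild-type and 2 miR-375 knockout samples, numbered as sets 1 and 2 in the labels. Small RNA was measured in 30 libraries of sorted or dissected cells, and mRNA in 16 libraries of sorted cells. The 4 small RNA samples of APC mutant and control mice are represented by a comparison table of the authors, with no values per sample. Every sample was put in its group from its title or other labels, never from its values.

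The single-cell matrices hold whole-number UMI counts per gene and cell as deposited, from 10x Genomics Chromium libraries per the labels. Per the file headers, the set 2 matrices were written by software version 3.0.1, and the set 1 headers name none. The small RNA table gives 2602 features as normalized values named RPMMM by the authors. They were treated as an RPM unit, since each deposited column sums to about 1000000, and the libraries follow the TriLink CleanTag protocol per the labels. The mRNA table holds normalized counts, a signal that the authors divided by factors per library with a method not given in the sources used here. Its libraries combine SMARTer Ultra Low Input and Nextera XT kits per the labels. The authors' APC table gives log2 fold changes with standard errors, p-values and adjusted p-values, a mean signal per group, and a base mean and test statistic used here only as scores. Its name and columns are those of DESeq, and the version and the libraries in its fit are not given in the sources used here. Aligners, counting tools, genome builds and filters upstream of all these files are likewise not given in the sources used here.

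The small RNA table holds 4 further columns whose names match no sample, and these were not used. In the mRNA table, 381 of 48440 entries carry no gene name and hold 0.034% to 0.08% of the normalized counts of a library. They were left out of all tests. A further 63 symbols occur on 2 entries each. Several microRNA names end in a suffix such as _+_1 or _-_8, whose meaning is not given in the sources used here, so suffixed features are reported under their full names and as uncertain. Gene positions come from the GENCODE annotation of GRCm38 and were used to place genes named by the files, since the build behind the files is not stated.

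Labels conflict in 4 places. The Lgr5-High libraries carry Lgr5 in their titles and Lgr4 in their source. The column of the third Sox9-EGFP Low chow mouse and that of its Negative fraction name a high fat diet, while the labels say chow, and the labels were followed. A column name of the second APC control contains MIN, a word used for a mutant mouse. Conventionalized replicates are numbered in a different order in the small RNA and mRNA labels, so mice were matched between the assays by the animal number and never by replicate.

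Groups were compared within a table only. Normalized values were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(value + 1), with only the 2 groups compared in each fit. A microRNA was tested at a mean of at least 50 RPMMM over the compared libraries, and a gene at a mean of at least 10 normalized counts. A call is a Benjamini-Hochberg adjusted p under 0.05, two-sided. Fold changes are on the log2(value + 1) scale, which understates the change of low features. For miR-375 an exact two-sided permutation test of the mean log2 difference was run beside limma. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it.

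Cells were kept with at least 500 genes, at least 1000 UMIs and under 25% mitochondrial UMIs. Scrublet's own threshold marked 44 of 9156 cells, too few for it to have worked, so the cells with the highest Scrublet scores were removed, 0.8% per 1000 barcodes. Each set was clustered on its own in scanpy 1.11.5 with anndata 0.12.19, igraph 0.11.9 and scikit-learn 1.9.0 under Python 3.11.15. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1. A cluster was given a class name with the suffix "-like" when at least 3 fixed markers of the class were 2-fold above the median of the clusters and no other class had more markers among its top 10 genes by fold. Numbers of cells per class were compared with the quasi-likelihood test of edgeR 4.0.16, with the epithelial cells of a sample as its library size. UMI counts were summed per sample and class, at least 20 cells in each of the 4 samples, and the sums were tested with the same edgeR test after TMM scaling and filterByExpr. DESeq2 1.42.0 was run as an alternative tool. Cells were never used as replicates. Other computations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

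The tests, the samples in each fit, the cell class markers, 4 gene lists, the rule for named features and the alternatives were fixed before the data were examined. The 4 lists are a microbiota response list of 20 genes, a fatty acid response list of 22, a proliferation list of 20 and a list of 17 reported miR-375 targets. Under the rule, each microRNA comparison names miR-375, and the 3 largest positive and 3 largest negative log2 differences among called features whose groups do not overlap. Each mRNA comparison and the comparison of all epithelial cells name 3 and 3 in the same way, or the 3 smallest p-values where nothing is called. Every other cell class names its called gene with the smallest p. Sox9, Lgr5 and Olfm4 and the called members of the gene lists are always named in mRNA. From the APC table, miR-375 is named with the 3 highest and 3 lowest log2 fold changes past an adjusted p of 0.05 at a base mean of at least 100. Other features are named only where the text says that they were chosen after their values were seen. A result for 1 gene that the rule names is not reported here.

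Some choices were made after the data had been seen. They are the removal of doublets by rank, the marker fold against the median of the clusters, the lower score accepted in the search for read depth, and a self-test with trended dispersion, added when gene-wise dispersion gave many false calls. Lists of distal and proximal small intestine genes (5 each), interferon response genes (15), MHC class II genes (7), Y-linked genes (4) and Xist were written later still, for the closing observations. The cell class markers were also used there as lists in the bulk mRNA.

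Each statistical step was tested on simulated data with known 3-fold changes. With limma, 69.1% of changed microRNAs were recovered for Sox9-EGFP Low against Negative (221 features), 89.8% for crypt against villi (239), 71.2% for Lgr5-High against Cd24-Low (236) and 84.1% for germ-free against conventionalized (252). For mRNA, limma recovered 23% of the changed genes for germ-free against conventionalized (20214 genes) and 57.5% for high fat diet against chow (16421 genes). In these 6 simulations, false calls made up between 2.56% and 7.02% of all calls. For sums over all epithelial cells (13009 genes), edgeR recovered 26% of changed genes, with 21.2% of calls false, when each gene kept its own dispersion, and 44%, with 5.38% false, under trended dispersion. DESeq2 recovered 59.3% with 32.7% false and 47.4% with 8.82% false in the same simulations. For goblet-like cells (10877 genes), edgeR recovered 14% and 52%. For enteroendocrine-like cells (6348 genes), edgeR recovered 0% in both simulations and DESeq2 8.79% and 15.8%. In the same simulations without any change, edgeR called 3, 7 and 4 genes over all epithelial, goblet-like and enteroendocrine-like cells with each gene's own dispersion and 0 in each under trended dispersion, and DESeq2 22, 20 and 2, and 1, 1 and 0. limma called 0 in each of its 6. After the data had been seen, data without any change were simulated 5 times more for every class, also with the set as a block. Only the simulations with the block gave the samples of a set a shared mean.

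Depth differs by assay. The 4 single-cell samples hold between 24533466 and 70409055 UMIs. The mRNA libraries sum to between 10680300 and 19117900 normalized counts, which are scaled values and only approximate the depth. In 25 of the 30 small RNA libraries, low values fell on a regular step, and in 23 of these the lowest value corresponded to between 20.0 and 22.0 reads, for totals between 3.49 M and 24.2 M reads. Between 71.6% and 94.1% of low values lay within 0.1 of a whole multiple of the step, where chance gives 20%, so whole reads were not recovered and no count test was run on this table. The lowest value above 0 ran from 0.33 to 5.92 RPMMM across libraries. A value of 0 in this table is described as listed at 0. Shares of cells carry exact 95% binomial intervals, which cover counting error only.

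The alternatives were another pseudocount (10 for microRNAs, 5 for mRNA), no filter on low values, median-of-ratios scaling, quantile normalization of mRNA, a spread estimated over all groups of a table, the replicate number as a block, leaving out each replicate in turn, and other thresholds on the authors' adjusted p. For single cells they were a stricter filter (at least 1000 genes and under 10% mitochondrial UMIs), doublets kept, Leiden resolution 2, DESeq2, no count filter and no TMM factor. Sox9-EGFP Low and Negative libraries with the same number come from the same mouse per the labels, so the block there is a true pairing, with correlations of deviations from the group means between -0.20 and 0.20 over the 4 pairs. In the single-cell data, both samples of a set share the file layout and header, and their deviations correlated at between 0.51 and 0.68 over the cell classes, so the set number pairs the samples. In the diet comparison the animal numbers in the column names fall into 2 series, replicates 1 and 2 and replicates 3 and 4 of each diet. What the series mean is not given in the sources used here, and the series as a block was an alternative added after the data had been seen. In the other comparisons the replicates share a number that the labels do not explain.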

Results

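The series compared microRNA and gene expression in the mouse small intestine around miR-375, a microRNA, which is a short RNA that lowers the output of messenger RNAs carrying matching sites. Its title names miR-375, the makeup of the intestinal crypt and proliferation. In the GRCm38 annotation the 64 bp Mir375 gene lies on the minus strand of chromosome 1, from 74900658 to 74900721. It overlaps no other annotated gene and lies 1.35 kb from Cfap65, the nearest protein-coding gene. The 54 samples fall into 16 groups, 11 of 4 samples and 5 of 2. Single-cell RNA came from 2 wild-type (WT) and 2 miR-375 knockout (KO) samples of mice 12 months old. Small RNA came from crypts and villi, the proliferating pockets and the finger-like folds of the intestine, and from cells sorted on Sox9-EGFP (a fluorescent reporter of the gene Sox9), on Lgr5 or on the surface protein Cd24. The mRNA libraries came from Sox9-EGFP Low cells of chow-fed, high fat diet, germ-free and conventionalized mice. Germ-free mice carry no microbes, and conventionalized mice are germ-free mice given a microbiota.

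Total depth differed more between single-cell sets than between genotypes, but the median depth of kept cells also differed between the genotypes of set 2. The total was 24760063 UMIs over 1209 barcodes in WT set 1, 24533466 over 1251 in KO set 1, 70409055 over 7711 in WT set 2 and 66022224 over 7665 in KO set 2. Before filtering, the median mitochondrial share per barcode was 5.9% and 5.62% in the set 1 WT and KO samples and 40.9% and 37.9% in set 2. After filtering, 1185, 1229, 3156 and 3149 cells remained in WT set 1, KO set 1, WT set 2 and KO set 2. The median depth of kept cells was 16312, 15877, 5695 and 13524 UMIs in the same order. The mRNA libraries summed to between 10680300 and 19117900 normalized counts, and the small RNA libraries whose read totals could be worked out held between 3.49 M and 24.2 M reads.

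The first question was in which cells miR-375 is found. miR-375-3p was listed at 78615 ± 47452 RPMMM (SD, n = 4) in Sox9-EGFP Low cells and at 566 ± 103 RPMMM (SD, n = 4) in Sox9-EGFP Negative cells of the same mice. The difference was 6.94 on the log2(RPMMM + 1) scale with a standard error of 0.40 and a limma adjusted p of 2.08e-06. An exact two-sided permutation test gave p = 0.0286, the smallest that 70 relabelings allow. These relabelings did not keep the pairing of the libraries by mouse. The 8 splits that part all 4 mice cannot give a share under 0.05, so the call rests on limma. Median-of-ratios scaling moved this difference most, to 6.02. In Negative cells miR-375-3p ranked between 56th and 71st of the features in a library, and the leading microRNA, mir-215-5p, held 41.8% to 50.3% of the reads. All 4 Low libraries came from sequencing lane 1 and the Negative libraries from lanes 4 and 5 according to the column names. Low cells of other mice were sequenced in lanes 4 and 5 too, and miR-375-3p stood at 198437 and 123624 RPMMM in germ-free replicates 3 and 4 (lane 4) and at 86005.5 and 51228 in conventionalized replicates 1 and 2 (lane 5), so the lane number does not account for its low values in Negative cells. Sequencing runs are not given in the sources used here. For the other microRNAs lane and fraction were not separated within these 8 libraries.

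Of 221 microRNAs tested between Sox9-EGFP Low and Negative cells, limma called 141, 104 of them higher and 37 lower in Low cells. The median difference over all tested microRNAs was 0.84 as deposited and -0.08 after median-of-ratios scaling, under which 72 were higher and 63 lower. Without the filter on low values 336 were called. Among called microRNAs with no overlap between the groups, mir-184-3p was listed at 244 to 1253 RPMMM in the Low libraries and at 0 in all Negative ones. mir-1224-5p was listed at 168 to 1480 RPMMM in Low and likewise at 0 in Negative. mir-7b-5p stood at 8925 ± 3571 RPMMM in Low against 28.1 ± 9.76 in Negative cells (SD, n = 4 each), a log2 difference of 8.24 with a limma adjusted p of 3.10e-07. In the other direction, mir-5109_-_7 was listed at 0 in all Low libraries and at 80.3 to 310 RPMMM in Negative ones. mir-215-3p_+_1 averaged 4.49 RPMMM in Low and 99.5 in Negative, a log2 difference of -5.01 (limma adjusted p 0.000868). mir-194-1-5p_+_1 averaged 59.3 and 1534 RPMMM, a log2 difference of -4.55 (limma adjusted p 1.07e-05). The meaning of the suffixes is not given in the sources used here, so these last features are uncertain.

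**Figure D1:**
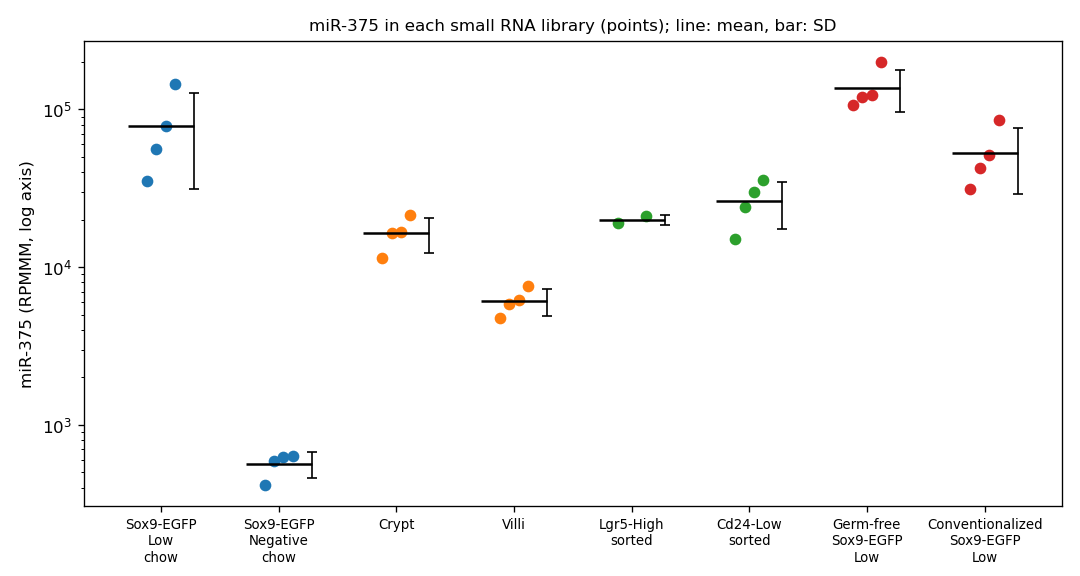
miR-375-3p in every small RNA library, in RPMMM on a log axis, with 1 point per library, a line at the group mean and a bar of 1 SD (groups of 4, and 2 for Lgr5-High). The Sox9-EGFP Negative libraries lie between 413 and 631 RPMMM, below every other library, and the germ-free libraries lie between 106618 and 198437.

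The second comparison asked how crypts differ from villi. miR-375-3p was listed at 16384 ± 4061 RPMMM in crypts and 6070 ± 1150 in villi (SD, n = 4 each). The log2 difference of 1.42 had a standard error of 0.22 and a limma adjusted p of 0.000954, with an exact two-sided permutation p of 0.0286, the smallest possible. All 8 libraries carried lane 4 in their column names. Of 239 microRNAs tested, limma called 112, 87 higher and 25 lower in crypts. Median-of-ratios scaling gave 42 higher and 60 lower and moved the median of all tested microRNAs from 0.39 to -0.07. It left miR-375-3p called at a difference of 0.96. Among called microRNAs whose groups do not overlap, the 3 largest increases were mir-669c-5p (265 ± 58.3 against 34.1 ± 20.7 RPMMM, log2 difference 3.06), mir-150-5p (351 ± 161 against 46.97 ± 18.4, 2.85) and mir-342-5p (181 ± 26.3 against 29.7 ± 3.14, 2.57), each SD with n = 4. Their limma adjusted p-values were 0.000512, 0.000634 and 7.89e-05. The annotation places genes of the same names within Sfmbt2 (Mir669c, chromosome 2, 10509296 to 10509404) and Evl (Mir342, chromosome 12, 108658620 to 108658718), on the strand of the host gene, while Mir150 (chromosome 7, 45121757 to 45121821) overlaps no gene. The 3 largest decreases of the same kind were mir-5115 (6.98 RPMMM in crypts, 397 in villi, log2 difference -5.77), mir-5115_+_1 (2.35 and 114, -5.45) and mir-5115_-_8 (35.0 and 175, -2.55), with limma adjusted p-values of 9.92e-05, 0.000512 and 0.00916. These features share a stem name, so they are not counted as independent, and the suffixed ones are uncertain.

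The third comparison set sorted Lgr5-High cells, Lgr5 being a receptor used to mark intestinal stem cells, against sorted Cd24-Low cells. The source label of the Lgr5-High libraries reads Lgr4, so the marker is uncertain. miR-375-3p was listed at 19944 ± 1413 RPMMM (SD, n = 2) in Lgr5-High and 26089 ± 8677 (SD, n = 4) in Cd24-Low cells. The log2 difference of -0.32 had a standard error of 0.32 and a limma adjusted p of 0.430, and the exact two-sided permutation p was 0.533, where 15 relabelings allow no p under 0.0667. The difference was thus within the spread between replicates. It became -0.56 with a limma adjusted p of 0.0362 without Cd24-Low replicate 2, the library with the lowest value. Of 236 microRNAs tested, limma called 93, 40 higher and 53 lower in Lgr5-High cells. Leaving out either Lgr5-High library left 54 (without replicate 1) or 58 (without replicate 2). Such a fit holds 1 Lgr5-High library and takes its spread from the Cd24-Low libraries alone, so its calls and lost calls are uncertain. The median of all tested microRNAs was -0.17 as deposited and -0.29 after median-of-ratios scaling. Among called microRNAs whose groups do not overlap, the largest increases were mir-669c-5p (323 ± 217 in Lgr5-High against 7.90 ± 4.16 RPMMM in Cd24-Low, log2 difference 5.15, limma adjusted p 0.00214), mir-25-5p (144 ± 51.7 against 25.1 ± 16.9, 2.62, 0.0155) and let-7d-3p (1142 ± 323 against 260 ± 103, 2.19, 0.00390). mir-25-5p was no longer called without Lgr5-High replicate 1. mir-7b-5p_+_1 was listed at 0 in both Lgr5-High libraries and at 34.4 to 327 RPMMM in Cd24-Low ones. mir-143-3p averaged 3.74 against 237 RPMMM, a log2 difference of -6.22 (limma adjusted p 0.00162), and mir-7b-5p 53.2 against 3199, a difference of -5.51 (limma adjusted p 0.00141). In Lgr5-High replicates 1 and 2 mir-143-3p was listed at 7.48 and 0 RPMMM. Its difference was -7.76 without replicate 1 and -4.67 without replicate 2. Lgr5-High columns carry lane 8 and Cd24-Low columns carry no lane, so a lane effect cannot be examined here.

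The fourth comparison asked what a microbiota changes in Sox9-EGFP Low cells. miR-375-3p was listed at 137123 ± 41521 RPMMM in germ-free and 52690 ± 23674 in conventionalized mice (SD, n = 4 each). The log2 difference was 1.44 with a standard error of 0.30 and a limma adjusted p of 0.00568, and the exact two-sided permutation p was 0.0286, the smallest possible. It was the most abundant microRNA in 3 of the 4 germ-free libraries and the next after mir-192-5p in the fourth. The difference ran from 1.22 to 1.71 when each replicate was left out in turn. In the mRNA of the same sort, enteroendocrine marker genes were also higher in germ-free mice, with a median log2 difference of 1.91. The column names place germ-free libraries in lanes 1, 2 and 4 and conventionalized ones in lanes 1, 3 and 5, so only lane 1 holds both groups, with 1 library each, too few for a value within a lane.

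Of 252 microRNAs tested between germ-free and conventionalized mice, limma called 107, 35 higher and 72 lower in germ-free mice. After median-of-ratios scaling 55 were higher and 64 lower, and the median of all tested microRNAs moved from -0.18 to -0.03. mir-1224-5p averaged 553 ± 234 in germ-free and 52 ± 22.7 RPMMM in conventionalized mice (SD, n = 4 each), a log2 difference of 3.42 with a limma adjusted p of 0.000992. mir-1843b-3p_-_8, an uncertain suffixed feature, averaged 120 and 21.4 RPMMM, with a difference of 2.59 (limma adjusted p 0.00561). mir-184-3p averaged 717 ± 115 and 145 ± 44.6 RPMMM (SD, n = 4 each), with a difference of 2.34 (limma adjusted p 0.000678). Among decreases, mir-34a-5p averaged 25.5 ± 12.7 and 210 ± 68.9 RPMMM, a log2 difference of -3.08 with a limma adjusted p of 0.00115. mir-20a-5p averaged 148 ± 74.9 and 901 ± 397 RPMMM, a difference of -2.75 (limma adjusted p 0.00532), and mir-17-5p 228 ± 96.8 and 1235 ± 522 RPMMM, a difference of -2.47 (limma adjusted p 0.00335). In the annotation, Mir17 (115043671 to 115043754) and Mir20a (115044157 to 115044263) lie within 593 bp of each other on chromosome 14, on the plus strand, in the noncoding gene Mir17hg, so they are not independent features.

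In the mRNA of the same comparison, limma called 453 of 20214 genes, 394 higher and 59 lower in germ-free mice, and 4072 genes had an unadjusted p under 0.05. The count depended on single libraries. It was 1 without germ-free replicate 1, 684 without germ-free replicate 2 and 272 without germ-free replicate 3. It was 146, 148 and 253 without conventionalized replicates 1, 2 and 4. The median of all tested genes was 0.11 as deposited and 0.02 after median-of-ratios scaling. Among called genes whose groups do not overlap, the antimicrobial lectin genes Reg3b and Reg3g were lowered most. Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466) averaged 229 ± 238 normalized counts in germ-free and 24447 ± 23840 in conventionalized mice (SD, n = 4 each), a log2 difference of -7.08 with a standard error of 0.97 and a limma adjusted p of 0.0129. Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872) averaged 490 ± 262 and 14741 ± 14809, a difference of -4.46 with a standard error of 0.66 and a limma adjusted p of 0.0129. The Reg3 genes are similar copies, so their split is uncertain. Gm42893 (ENSMUSG00000106415, chromosome 3, 116629173 to 116630984), antisense to Sass6 and uncertain, averaged 1.46 and 26.9 normalized counts, a difference of -4.09 (limma adjusted p 0.0394). Chd5 (ENSMUSG00000005045, chromosome 4, 152338651 to 152390194) averaged 222 ± 254 and 6.15 ± 1.92 normalized counts, a difference of 4.39 (limma adjusted p 0.0129), and Diras2 (ENSMUSG00000047842, chromosome 13, 52504380 to 52531279) 96.9 ± 36.4 and 4.17 ± 2.34, a difference of 4.31 (limma adjusted p 0.0129). The pseudogene Gm4308 (ENSMUSG00000095673, chromosome 10, 100366499 to 100367412), also uncertain, averaged 26.0 and 1.28, a difference of 4.04 (limma adjusted p 0.0434), and lost its call under median-of-ratios scaling (adjusted p 0.0551) and quantile normalization (0.0881). Without germ-free replicate 1 the 1 gene called was Reg3b, so Chd5, Diras2 and Reg3g lost their calls there. Gm42893 and Gm4308 lost theirs in every fit that left out a replicate and tested them.

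The genes of the reporter and of stem cells were examined in every mRNA comparison. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) averaged 3397 ± 946 normalized counts in germ-free and 5021 ± 1472 in conventionalized mice (SD, n = 4 each), a difference of -0.56 with a limma adjusted p of 0.316. Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) averaged 861 ± 459 and 3299 ± 1747, a difference of -1.87 with a limma adjusted p of 0.0815, which became 0.0192 when the spread was estimated over all mRNA groups. Lgr5 was also called without germ-free replicate 2 (-2.18) or conventionalized replicate 1 (-2.38). Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139) averaged 28413 ± 16950 and 63581 ± 18805, a difference of -1.41 with a limma adjusted p of 0.215. Of the 20 genes of the microbiota response list, 17 were tested, with a median difference of -0.86 and 14 lower in germ-free mice. Camera gave p = 5.69e-05 at its preset correlation, while an estimated correlation gave 0.116 and fry 0.0520. The list held 3 called genes over all genes tested and 3 adjusted over the list alone, namely Reg3b, Reg3g and Duox2. Duox2 (ENSMUSG00000068452, chromosome 2, 122279247 to 122298449) averaged 43.4 ± 34.7 normalized counts in germ-free and 215 ± 76.8 in conventionalized mice (SD, n = 4 each), a difference of -2.58 with a limma adjusted p of 0.0409. It lost its call in 7 of the 8 fits that left out a replicate.

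**Figure D2:**
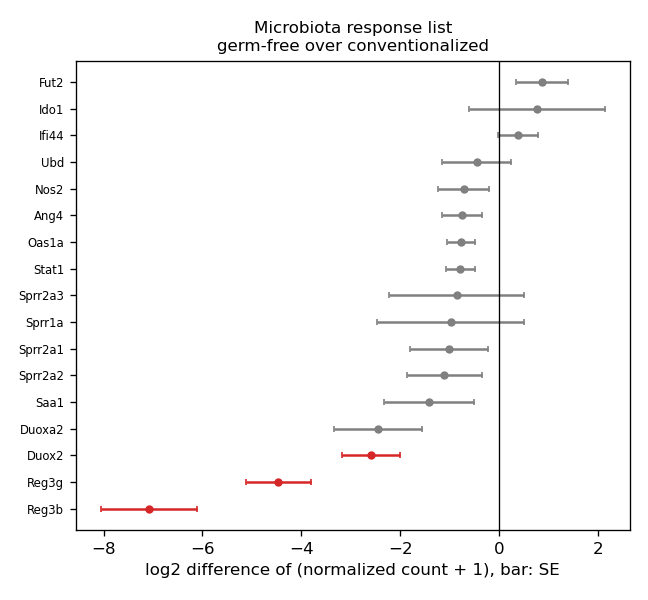
log2 differences of the members of the microbiota response list, germ-free over conventionalized, with bars of 1 standard error from limma. Red points mark a limma adjusted p under 0.05 and grey points the others, and 14 of 17 members lie below 0.

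The cell class markers were read as lists in the same germ-free comparison, after the data had been seen. Enteroendocrine markers were all higher in germ-free mice (15 of 15, median log2 difference 1.91, camera p 7.28e-13 with a Benjamini-Hochberg adjusted p of 8.74e-12, fry p 0.00206), and tuft markers too (12 of 12, 0.75, camera p 0.0116, fry p 0.286). Stem markers (10 of 10, -1.32, camera p 1.71e-07, fry p 0.0346) and cycling markers (13 of 13, -1.50, camera p 2.36e-11, fry p 0.0191) were all lower. Paneth markers had a median of -0.40 (camera p 0.00427, fry p 0.388), enterocyte markers -0.51 (0.382, 0.768) and goblet markers -0.19 (0.199, 0.685), the last 0.03 after quantile normalization. Outside the epithelium, stromal or endothelial markers had a median of 1.81 (0.00440, 0.0227), T lymphocyte markers 0.52 (0.408, 0.376), myeloid markers 0.65 (0.648, 0.339) and B lymphocyte or plasma markers 0.003 (0.737, 0.888). After quantile normalization these last 3 changed sign, to -0.12, -0.21 and -0.88, and the B lymphocyte or plasma markers did so after median-of-ratios scaling as well (-0.0726). MHC class II genes had a median of -1.17 (0.00800, 0.230). These camera p-values use the preset correlation on the limma fits.

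The effect of a high fat diet was read in Sox9-EGFP Low mRNA against chow. limma called 135 of 16421 genes, 34 higher and 101 lower on the high fat diet, and 4383 genes had an unadjusted p under 0.05. The count was 2590 without chow replicate 2, 69 without chow replicate 3 and 0 without any 1 of the other 6 libraries. It was 33 when the spread was estimated over all mRNA groups. The animal numbers in the column names fall into 2 series, replicates 1 and 2 and replicates 3 and 4 of both diets. With the series as a block, an alternative chosen after seeing the data, limma called 1535 genes, 714 higher and 821 lower, all 135 among them. Arhgef4 (ENSMUSG00000037509, chromosome 1, 34678188 to 34813309) averaged 318 ± 82.3 normalized counts on the high fat diet and 35.1 ± 25.3 on chow (SD, n = 4 each), a log2 difference of 3.34 (limma adjusted p 0.0284), and Clca4a (ENSMUSG00000068547, chromosome 3, 144952480 to 144975045) 93.3 ± 24.96 and 19.4 ± 5.37, a difference of 2.22 (limma adjusted p 0.0371). Arhgef4 overlaps Fam168b on the other strand and 2 pseudogenes, so its counts are uncertain. The 3 largest decreases among called genes whose groups do not overlap were genes of MHC class II, the complex that presents antigens to T cells. H2-Aa averaged 105 ± 52.9 and 6909 ± 5473, a difference of -5.61, H2-Ab1 684 ± 288 and 19901 ± 14764, a difference of -4.45, and Cd74 1879 ± 874 and 39777 ± 26214, a difference of -4.14 (SD, n = 4 each). The limma adjusted p was 0.0371 for each. The H2 genes belong to a family of similar copies. H2-Aa (ENSMUSG00000036594) lies at 34282744 to 34287823 and H2-Ab1 (ENSMUSG00000073421) at 34257689 to 34269419 on chromosome 17, and Cd74 (ENSMUSG00000024610) lies at 60803848 to 60812652 on chromosome 18. The chow libraries spread widely, from 900.01 to 12664 normalized counts for H2-Aa. Each of these named genes lost its call where the count of calls was 0.

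All 22 genes of the fatty acid response list were tested on the high fat diet, and 20 were higher, with a median difference of 0.88. Camera gave p = 1.01e-12 at its preset correlation, an estimated correlation gave 0.0230 and fry 0.000572. The list held 5 called genes over all genes tested and 18 adjusted over the list alone. With the animal series as a block, limma called 16 of its genes, and at the preset correlation camera gave p = 1.20e-12, an estimated correlation 0.0383 and fry 0.00106. The 5 include Acot1 (1857 ± 519 against 449 ± 88.1, difference 2.02, limma adjusted p 0.0264), Acaa2 (10774 ± 1577 against 4350 ± 530, 1.30, 0.0284), Hadhb (6175 ± 948 against 3257 ± 414, 0.92, 0.0389) and Acot2 (154 ± 43.3 against 51.6 ± 9.41, 1.52, 0.0442), each in normalized counts with SD and n = 4. Acot1 (84009490 to 84018371) and Acot2 (83987861 to 83993873) are similar neighbours on chromosome 12, so the split between them is uncertain. With the spread estimated over all mRNA groups, Acaa2, Hadhb and Acot2 lost their calls, with limma adjusted p-values of 0.0724, 0.0551 and 0.203, and Hadhb also did under quantile normalization (0.0712). Sox9 averaged 4186 ± 842 on the high fat diet and 5060 ± 1107 on chow (SD, n = 4 each), a difference of -0.27 with a limma adjusted p of 0.389. Lgr5 averaged 2028 ± 639 and 2317 ± 394, a difference of -0.23 (limma adjusted p 0.552), and Olfm4 66942 ± 29288 and 62261 ± 17666, a difference of 0.05 (limma adjusted p 0.953), with a change of sign to -0.10 under quantile normalization.

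The same lists on the high fat diet had these medians. Tuft markers were all lower (12 of 12, median log2 difference -2.24, camera p 6.99e-14, fry p 0.00419), with 7 called by limma, and enteroendocrine markers too (15 of 15, -1.91, camera p 4.78e-09, fry p 0.0318). MHC class II genes were lower in 7 of 7 (-4.13, 2.94e-10, 0.00304). Cycling markers were higher in 13 of 13 (0.83, camera p 5.64e-06, fry p 0.0512). Enterocyte markers had a median of 0.79 (0.0206, 0.245), goblet markers 0.80 (0.0497, 0.324), Paneth markers 0.58 (0.409, 0.663) and stem markers 0.12 (0.345, 0.487), the last -0.08 after quantile normalization. Of the markers outside the epithelium, 3 were tested in each of 3 lists, with medians of -3.33 for T lymphocytes (camera p 0.00125, fry p 0.000323), -0.51 for myeloid cells (0.486, 0.159) and -0.49 for stromal or endothelial cells (0.152, 0.284). Fewer than 3 B lymphocyte or plasma markers passed the filter, so no test was run. With the animal series as a block, limma called 12 of the tuft markers, 11 of the enteroendocrine markers and 7 of the MHC class II genes, and camera at the preset correlation gave Paneth markers p = 0.0287.

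The single-cell comparison asked how loss of miR-375 changes the cells of the intestine. Mir375 is not among the genes of the 10x tables, and it reads 0 in all mRNA libraries, so the loss of miR-375 in the samples labelled KO could not be checked. Cells outside the epithelium were set aside, which left 1156, 1199, 1643 and 2253 epithelial cells in WT set 1, KO set 1, WT set 2 and KO set 2. With 2 samples per genotype an exact test allows no p under 0.333, and edgeR gave no adjusted p under 0.670 for any of the 7 classes. Stem-like cells were 7.79% and 6.999% of epithelial cells in the WT samples of sets 1 and 2 and 7.51% and 6.52% in the KO samples. Cycling transit-amplifying-like cells were 21.6% and 19.1% in WT and 17.1% and 15.1% in KO samples, a log2 ratio of -0.34 with a standard error of 0.22. edgeR gave an unadjusted p of 0.226 for it, and 0.0337 with the set as a block, or 0.197 after adjustment over the classes. Goblet-like cells were 16.5% and 23.3% in WT and 20.9% and 21.6% in KO samples. Paneth-like cells were 7.27% and 4.26% in WT and 6.59% and 10.6% in KO samples, with log2 ratios of opposite sign in the 2 sets (-0.14 and 1.32). Enteroendocrine-like cells were 2.60% and 1.83% in WT and 2.34% and 2.26% in KO samples, and tuft-like cells 2.08% and 1.28% in WT and 3.92% and 1.86% in KO samples. The tuft-like log2 ratio of 0.78 had a standard error of 0.54, and edgeR gave an unadjusted p of 0.241, or 0.0562 with the set as a block.

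Enterocyte-like cells were 38.8% and 43.3% of epithelial cells in the WT samples of sets 1 and 2 and 18.7% and 41.99% in the KO samples, a log2 ratio of -0.44 with a standard error of 0.50 (edgeR adjusted p 0.781). The low share in KO set 1 depends in part on an unnamed cluster. It held 178 KO and 3 WT cells and resembled enterocytes most, but it rested on 2 markers. Counted with the class, it brings the enterocyte-like share of KO set 1 from 18.7% (exact 95% binomial interval 16.5% to 21.0%) to 33.5% (30.9% to 36.3%), and that of WT set 1 from 38.8% to 39.01% (36.2% to 41.9%). A second unnamed cluster with stem and cycling genes held 8.09% of epithelial cells in KO set 1 and 3.11% in WT set 1. Counted as stem-like, it brings that share to 15.6% in KO set 1 and 10.9% in WT set 1, and counted as cycling it brings that share to 25.2% (22.8% to 27.7%) and 24.7% (22.3% to 27.3%). Under the stricter cell filter cycling cells were 26.9% in KO set 1 and 26.2% in WT set 1, so the lower cycling share of KO set 1 depends on how this cluster is counted. That of KO set 2 was 16.7% against 18.8% in WT set 2 under the stricter filter. Under the same filter enterocyte-like cells were 21.2% in KO set 1 against 33.3% in WT set 1 and 12.4% in KO set 2 against 20.4% in WT set 2, so their share depends on the filter. In set 1, most enterocyte-like WT cells lay in clusters 0 and 6 and KO cells in clusters 0 and 14, and in set 2 a cluster with 354 KO and 97 WT cells took the largest part of the KO cells.

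**Figure D3:**
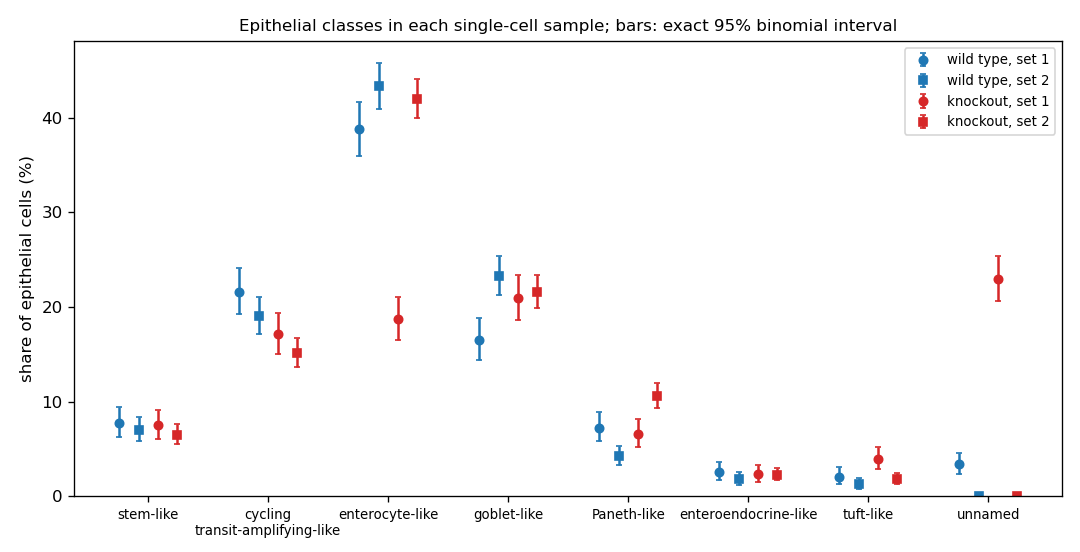
Share of epithelial cells in each named class and in unnamed clusters, in percent, for the WT and KO samples of both sets, with exact 95% binomial intervals that cover counting error only. Enterocyte-like cells make up 18.7% in KO set 1 and between 38.8% and 43.3% in the other 3 samples.

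Gene expression was compared between KO and WT in UMI counts summed per sample. Over all epithelial cells (23740141 to 49344657 UMIs per sample), edgeR called 0 of 13009 genes, with 99 at an unadjusted p under 0.05. It called 0 with the set as a block as well, with 395 at an unadjusted p under 0.05, and DESeq2 called 7. In 5 simulated data sets without any change, with each gene's own dispersion, DESeq2 called 17 to 36 genes over all epithelial cells, edgeR 0 to 5 and edgeR with the set as a block 8 to 33. Under trended dispersion they called 0 to 13 (median 2), 0 and 0. The 7 calls of DESeq2 thus lie below its first range and within its second. Without the block, the simulated samples were independent, while the real samples of a set deviated together (correlation 0.65 over all epithelial cells). These ranges therefore do not settle whether the 7 calls exceed chance. Differences in set 1 and set 2 correlated at -0.06 across genes, which are not independent replicates, and 46.4% of genes had the same sign. The 3 genes with the smallest p were Ifit1bl1, Nts and Wdfy1, each with an edgeR adjusted p of 1.00 and each called by DESeq2, with adjusted p-values of 7.61e-06, 1.17e-09 and 1.02e-06. Ifit1bl1 (ENSMUSG00000079339, chromosome 19, 34592891 to 34601956) stood at 3.83 and 5.74 CPM in the KO samples of sets 1 and 2 and at 17.003 and 24.6 in the WT samples, a log2 difference of -2.06 with a standard error of 0.24. It belongs to a family of similar genes and is uncertain. Nts (ENSMUSG00000019890, chromosome 10, 102481756 to 102490486), the gene of the gut peptide neurotensin, stood at 10.6 and 25.5 CPM in KO and 1.21 and 1.60 in WT samples, a difference of 3.71 with a standard error of 0.46. Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) stood at 32.1 and 57.6 CPM in KO and 8.21 and 10.0 in WT samples, a difference of 2.33 with a standard error of 0.29. It rests on 761 and 2723 UMIs in KO and 197 and 494 in WT samples, overlaps Mrpl44 on the other strand, and differed in cells outside the epithelium as well.

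By class, edgeR called 0 genes in stem-like cells (62 at an unadjusted p under 0.05, DESeq2 2), cycling cells (65, DESeq2 3), enterocyte-like cells (161, DESeq2 10), goblet-like cells (89, DESeq2 6), Paneth-like cells (79, DESeq2 0) and tuft-like cells (40, DESeq2 0). With the set as a block, which the pairing of the samples allows, edgeR called 18 genes in stem-like, 9 in cycling, 22 in enterocyte-like, 12 in goblet-like and 16 in enteroendocrine-like cells, and 0 in Paneth-like and tuft-like cells (259 and 253 at an unadjusted p under 0.05). In 5 simulated data sets without any change, with each gene's own dispersion, the fit with the block called at most 2 genes in stem-like, 6 in cycling, 12 in enterocyte-like, 9 in goblet-like and 1 in enteroendocrine-like cells, and at most 1 in any of them under trended dispersion. DESeq2 called 2 to 19 in stem-like, 8 to 13 in cycling, 5 to 20 in enterocyte-like and 8 to 17 in goblet-like cells with each gene's own dispersion, and 0 to 1, 0, 0 to 1 and 0 to 13 under trended dispersion. Its calls by class thus lie within or below the first ranges, and in stem-like, cycling and enterocyte-like cells above the second. Here too the samples simulated without the block were independent, so these ranges do not settle whether its calls exceed chance. In enteroendocrine-like cells edgeR called 1 gene without the block, where 0 to 2 were called without any change (and 4 in a further simulation), namely Nts, with an adjusted p of 0.0487. DESeq2 called 1 as well. Nts held 245 and 1186 UMIs in the KO samples of sets 1 and 2 and 3 and 1 UMIs in the WT samples. The ratio of KO to WT was 97.2 in set 1, with an exact 95% counting interval of 32.9 to 474.6, and 1370.5 in set 2, with an interval of 245.5 to 54176. In KO set 1 all 245 UMIs lay in 1 of 28 cells, and in KO set 2 1 of 51 cells held 1019 of the 1186. The intervals take UMIs as independent, so they do not cover the spread between cells or mice. Enteroendocrine-like cells with any Nts UMI were 1 of 28 and 5 of 51 in the KO samples and 1 of 30 in each WT sample.

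The proliferation list was not shifted in KO epithelium. All 20 genes were tested, 9 higher and 11 lower, with a median log2 difference of -0.02, a camera p of 0.787 and a fry p of 0.847. Without TMM scaling the median was -0.0804, with 5 higher and 15 lower (camera p 0.614). Of 17 reported miR-375 targets, 15 were tested, 8 higher and 7 lower. Their median was 0.03 and their mean -0.01, so the sign depends on the summary, and it was -0.03 by the median without TMM scaling. At the preset correlation camera gave the targets p = 0.999, and fry gave 0.944. edgeR called 0 genes of either list, over all 13009 genes or adjusted over the list alone, where over all genes 99 had an unadjusted p under 0.05 and DESeq2 called 7.

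The last comparison is the authors' own, between APC mutant and control mice. APC is a tumour suppressor gene whose loss starts intestinal tumours. The authors' deposited table lists 1060 features, 421 with plain and 639 with suffixed names. It gives 215 of them an adjusted p under 0.05, 148 higher and 67 lower in mutants, of which 93 have plain names. The authors' deposited table gives miR-375-3p a log2 fold change of -1.69 with a standard error of 0.43 and an adjusted p of 0.000900, from group averages of 10292 in mutants and 33095 in controls. At a base mean of at least 100 and an adjusted p under 0.05, the 3 largest increases in the authors' deposited table are mir-5109_-_7, mir-5105_+_4 and mir-5105_+_1, with averages of 407, 3996 and 1638 in mutants and 0 in controls, so no fold is given. The 3 largest decreases in the authors' deposited table by the same rule are mir-194-1-5p_-_1, with averages of 0 and 527, mir-125b-1-3p, with 0 and 35.0, and mir-194-1-3p_+_1, with 29.3 and 1716 and a log2 fold change of -5.87. In 610 of the 1060 features (57.6%) of the authors' deposited table, the base mean lies outside the range of the 2 group averages, and which libraries entered it is not given in the sources used here.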

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

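The test of sequencing depth in this part was chosen only after the result was seen. Single libraries were compared with the rest of their group for 39 groups of values, and 3 stood far from the others, where chance marks about 1 group in 20.

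Sox9 stood at 5444 normalized counts in high fat diet replicate 3, against 3693 to 3876 in the other 3 libraries of the group. Without this library the difference between high fat diet and chow moved from -0.27 to -0.40 and was not called by limma in either fit. No technical or biological explanation was tested for it.

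miR-375-3p stood at 413 RPMMM in Sox9-EGFP Negative replicate 1, against 594 to 631 in the other 3 libraries. The gap is small beside the difference to Sox9-EGFP Low cells, which ran from 6.59 to 7.27 when each replicate was left out in turn. The library shares lane 5 with replicate 2, which stood at 624 RPMMM, so the lane alone does not account for it. No biological explanation was tested.

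The mean score of 7 MHC class II genes stood at 1.58 in conventionalized replicate 4, against -0.08 to 0.18 in the other 3 libraries. The Sox9-EGFP Low chow libraries ran from -0.09 to 3.25, so such values occur in other groups of the table. Cells that carry MHC class II were not counted in these sorts, so a change in the epithelial cells and a mixture with immune cells both stay open, and neither was tested for this library.

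Cells outside the epithelium, which were set aside in the comparisons of shares and of summed counts, made up 2.44% of kept cells in KO set 1, 2.45% in WT set 1, 28.5% in KO set 2 and 47.9% in WT set 2. T lymphocyte-like cells were the largest class among them in set 2, and a single cluster of that class held 463 WT and 17 KO cells. The set 2 WT sample had a lower median depth over all kept cells (5695 UMIs against 13524), but within cell classes it was the deeper one, with medians of 2799 UMIs against 2093.5 outside the epithelium and 24297 against 16643.5 in epithelial cells other than enteroendocrine-like ones. Under the stricter cell filter the shares in set 2 were 34.1% in KO and 59.8% in WT. Shallower sequencing of the WT sample is therefore excluded. With 1 sample of each genotype in set 2 and the same shares in set 1, genotype, the mouse and the preparation of the cells all stay open and were not tested.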

How the results depend on the processing

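The alternatives reported here were planned, except the animal series as a block in the diet comparison, which was chosen after seeing the data. Over 30 results that answer a comparison, 280 alternative values were tallied, of which 203 stayed the same, 48 gained calls, 16 lost them and 13 changed sign. A count of calls was the same if unchanged or within a factor of 1.5. Any other result was the same if it kept its direction and side of the threshold. For the microbiota and fatty acid lists, the tally leaves out no filter, median-of-ratios scaling and the spread over all groups. Over 50 named genes and microRNAs, 639 were computed, of which 541 stayed as they were, 88 lost a call, 6 gained 1 and 4 changed sign. Of the 50, 29 stayed as they were under every alternative run.

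miR-375 kept its sign and its call in Sox9-EGFP Low against Negative (6.59 to 7.27 when each replicate was left out), crypt against villi (1.28 to 1.58) and germ-free against conventionalized (1.22 to 1.71). In Lgr5-High against Cd24-Low it ran from -0.56, without Cd24-Low replicate 2 and then called, to -0.15. The counts of called microRNAs ran from 125 to 148 in Sox9-EGFP cells, 89 to 116 in crypt and villi, 91 to 132 in germ-free mice and 54 to 113 in Lgr5-High cells, the lowest without Lgr5-High replicate 1 and 58 without replicate 2. Fits without a Lgr5-High library hold 1 library in that group and take their spread from Cd24-Low alone. Without the filter on low values, 336, 173 and 186 microRNAs were called in Sox9-EGFP Low, crypt and Lgr5-High comparisons, with 137, 98 and 76 of those called with the filter among them, since more features were tested.

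In germ-free mRNA the count ran from 1, without germ-free replicate 1, to 684, without germ-free replicate 2, with 272 without germ-free replicate 3 and 146, 148 and 253 without conventionalized replicates 1, 2 and 4. With the spread estimated over all groups it was 1672, with 446 of the 453 among them. In high fat diet mRNA limma called 135 genes with 4383 at an unadjusted p under 0.05, and leaving out a replicate gave from 0 to 2590, the highest without chow replicate 2 and 69 without chow replicate 3. Without the filter it was 317 (134 of the 135 among them), with the spread over all groups 33 with the replicate number as a block 271 and with the animal series as a block 1535, with all 135 among them. Apart from the filter, the cause was not tested. Olfm4 on the high fat diet changed sign under quantile normalization (-0.10) and ran from -0.19, without high fat diet replicate 3, to 0.26, without high fat diet replicate 1. The microbiota list ran from -1.34 to -0.54 and the fatty acid list from 0.80 to 1.00.

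Among shares of epithelial cells, the stem-like log2 ratio changed sign under the stricter filter (0.0849) and at Leiden resolution 2 (0.15), the goblet-like ratio at resolution 2 (-0.0611) and the enteroendocrine-like ratio under the stricter filter (-0.13) and with doublets kept (-0.0304). When each sample was left out, the ratios ran from -0.18 to 0.0223 (stem-like), -1.14 to 0.0327 (enterocyte-like, the highest without KO replicate 1), -0.13 to 0.36 (goblet-like) and -0.17 to 0.33 (enteroendocrine-like). The tuft-like ratio kept its sign but ran from 0.16, without KO replicate 1, to 1.22, without KO replicate 2. The Paneth-like ratio ran from 0.19 to 1.01 and the cycling ratio from -0.43 to -0.24. None of these ratios was called by edgeR. The miR-375 target list changed sign without TMM scaling (-0.0254) and ran from -0.0669 to 0.13, and the proliferation list from -0.05 to -0.004, with -0.0804 without TMM scaling.

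Counts of genes called between KO and WT depended on the fit. With the set as a block, edgeR called 18 genes in stem-like, 9 in cycling, 22 in enterocyte-like, 12 in goblet-like and 16 in enteroendocrine-like cells. DESeq2 called 7 over all epithelial cells, 2 in stem-like, 3 in cycling, 10 in enterocyte-like and 6 in goblet-like cells. Without the count filter edgeR called 11 in stem-like, 11 in cycling, 85 in enterocyte-like, 37 in goblet-like, 13 in Paneth-like, 25 in enteroendocrine-like and 10 in tuft-like cells. Leaving out a sample gave 0 to 2 over all epithelial cells, 3 to 58 in stem-like, 1 to 77 in cycling, 0 to 1 in enterocyte-like, 0 to 11 in goblet-like, 3 to 16 in enteroendocrine-like and 0 to 35 in tuft-like cells. In such fits the lone sample of an arm is assumed to vary like the other group. The cause was not tested. In the comparison of APC mutants by the authors, 140 features have an adjusted p under 0.01, where fewer pass by construction.

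The block changed no other call of a comparison in Sox9-EGFP cells or single cells. In the other comparisons the labels do not explain the replicate number, and the deviations correlated at -0.28 to 0.34 (crypt and villi), 0.11 to 0.35 (Lgr5-High and Cd24-Low), -0.55 to 0.17 (germ-free microRNA), -0.13 to 0.40 (germ-free mRNA) and 0.04 to 0.22 (high fat diet, where the number also keeps the animal series apart). With that number as a block limma called 104, 117, 97, 494 and 271 features, and Acot2 lost its call (limma adjusted p 0.0509). Conventionalized replicates are numbered in a different order in the small RNA labels, so in germ-free microRNA the number joins other animals than in mRNA. A block by animal number was not run, so the germ-free microRNA values do not test such a pairing. Some named features have fewer fits without a replicate, because the filter removed them. Depth limits the small RNA table at its lowest values above 0, from 0.33 to 5.92 RPMMM, and the single-cell table in small classes, where tuft-like cells held 245240 UMIs in WT set 2.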

Other observations

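Of the tests in this part, those of the splits of called features and of marker lists, Wdfy1 outside the epithelium, Nts, microbial exposure, the enteroendocrine markers in germ-free mice and the few abundant microRNAs were chosen only after the result was seen. The lists of interferon response, MHC class II, distal, proximal and Y-linked genes and Xist were likewise written after the data had been seen.

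Other groupings of the same samples were tried for each count of calls. The real grouping alone gave as many calls, 1 of 35 splits, in crypt and villi, germ-free microRNA, germ-free mRNA and high fat diet mRNA. The largest count of another split was 0 in the first 3 and 1 in the last. The real split is always among the 35, so 1 of 35 is the smallest share possible. Without correction over the comparisons, it argues against chance in the first 3 but does not exclude it. Such splits do not test an effect of the lane. On the high fat diet the real grouping holds mice of both animal series in each diet, a balance that the other splits were not made to keep. That count alone therefore does not exclude chance, and the high fat diet calls rest on limma. For Sox9-EGFP cells the 8 splits that part all 4 mice gave as many calls in 1, the real split, and the others gave 0. As 8 splits cannot give a share under 0.05, this count alone decides nothing, and the calls rest on limma. For gene lists, 5 of 35 splits gave a camera p as small as the real one for the microbiota list and 3 of 35 for the fatty acid list. In germ-free mice enteroendocrine markers gave 3 of 35, tuft markers 20, stem markers 5 and cycling markers 2, and on the high fat diet enteroendocrine markers gave 3, tuft markers 2 and cycling markers 7, so these counts alone do not exclude chance. The fatty acid scores of single libraries did not overlap (-0.54 to 0.137 on chow, 0.759 to 1.35 on the high fat diet), nor did the enteroendocrine scores of germ-free (0.694 to 1.78) and conventionalized mice (-1.42 to -0.195).

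Wdfy1 was higher in both KO samples. It lies 4.8 Mb from Mir375 on chromosome 1, so DNA of another strain kept around the targeted gene is a candidate explanation. Within 10 Mb, 5 of 75 tested genes other than Wdfy1 (6.67%) were higher in both KO samples by at least 0.5, against 2.52% elsewhere, and 6.62% of other stretches of as many genes held as many, so it cannot be told apart from chance with so few genes. The 5 start between 78497026 and 84036296, a range that holds Wdfy1. How close they lie was not tested, and lower genes were not counted. An effect confined to epithelial cells is excluded, since cells outside the epithelium of KO set 2 held Wdfy1 at 55.6 CPM against 13.9 in WT set 2. That level was 96.5% of the epithelial level, where 5 epithelial genes reached from 9.19% (Krt18) to 46.7% (Cdh1), so RNA from epithelial cells accounts for a part at most. A sex difference between the samples is excluded, since Y-linked genes reached at least 69.7 CPM and Xist at most 0.339 CPM in all 4. An effect of the knockout on Wdfy1 in every cell type was not tested.

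Nts was higher in KO enteroendocrine-like cells. Free RNA in the droplets is excluded as the source, since 0.598% of other epithelial cells of KO set 1 held a UMI of Nts against 2.31% in WT set 1. More distal small intestine in the KO samples cannot be told apart from other causes: in enterocyte-like cells distal genes minus proximal genes differed by 1.38 in set 1 and -0.188 in set 2, and over all epithelial cells by 0.612 and -0.194. In enterocyte-like cells the distal medians alone were positive in both sets (1.52 and 0.144), and so were the proximal ones (0.137 and 0.331). That few Nts-rich cells were caught per sample is an explanation the values fit, with 85.9% of the Nts UMIs of enteroendocrine-like cells of KO set 2 in 1 cell. A WT set 2 cell outside the class held 54 UMIs. A biological effect of the knockout on Nts therefore stays untested by these samples.

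Genes of the interferon response were lower in KO epithelium, with 15 of 15 lower, a median log2 difference of -1.21, a camera p of 3.18e-26 at the preset correlation and a fry p of 0.180. The set medians were -1.75 and -0.34. MHC class II genes had a median of -0.64 (camera p 2.39e-12, fry p 0.0608). Lower microbial exposure of the KO mice may account for this and cannot be told apart from other causes, since the microbial response list differed by cell class. Without members already seen, 12 of its 17 genes were tested over all epithelial cells, with medians of -0.22 in set 1 and 0.0392 in set 2. The set medians were both negative in cycling (-0.20 and -1.23), enterocyte-like (-0.27 and -0.24) and goblet-like cells (-0.19 and -1.12). They differed in sign in stem-like cells (0.15 and -1.77).

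Loss of miR-375 would raise genes with a matching site in their 3' UTR. Against 29 shuffled words of the same composition, the share with a difference as large was 0.733 over all epithelial cells and 0.900 in enteroendocrine-like cells, and 0.0667 for lower values in germ-free mice (0.200 after adjustment over the 3 tests). None of the 3 tests can be told apart from no effect, with 137, 66 and 184 genes with a site. With 29 words, a low share in a single test could not give an adjusted share under 0.05. The germ-free test, where 1 of the 29 words was as low, therefore leaves its question open. It covers only the 75.3% of tested genes that had a UTR.

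miR-375 was higher in germ-free mice, where enteroendocrine markers were higher by a median of 1.91, so more enteroendocrine cells in the sort may account for it. Over 12 mice with both assays, the deviations of miR-375 and of the enteroendocrine score from their group means correlated at 0.836 (permutation p 0.00687, 0.00916 after adjustment over 4 relations), and at 0.668 without the 2 farthest mice. The stem score gave -0.472 (permutation p 0.0543). The relation does not separate more cells from more miR-375 per cell.

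More microRNAs were higher than lower in Sox9-EGFP Low cells (73.8% of calls) and in crypts (77.7%). A few microRNAs taking most of the reads of Sox9-EGFP Negative cells or villi cannot be told apart from a true excess, since both tests were void. Median-of-ratios scaling (53.3% and 41.2%) evens the balance by construction. Leaving out the 5 microRNAs most abundant in Negative cells or villi, with the libraries rescaled (30.1% and 59.5%), lowers all the others together. The 5 left out took 73.04% of Negative and 21.4% of Low reads, and 47.3% of villi and 35.02% of crypt reads.

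The chow mouse whose column names a high fat diet did not resemble the high fat libraries. Chow replicate 3 had a mean fatty acid score of 0.137 and chow replicate 2, without which many more genes are called, -0.146, where the high fat libraries ran from 0.759 to 1.35. A high fat mouse under the chow label is excluded for both. MHC class II genes were lower on the high fat diet with myeloid markers at -0.51 and T lymphocyte markers at -3.33, so fewer immune cells in that sort may account for it, which cannot be told apart with 3 markers tested in each list.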
